A study of Bacillus subtilis with 8 samples.

How the data were processed

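Chromosome conformation capture with sequencing (3C-seq) gave 8 libraries from modified derivatives of Bacillus subtilis strain 1A700. In this assay chromosomal DNA is cross-linked in the cell, cut with a restriction enzyme (HpaII here) and ligated, so that a read pair joining distant fragments records a contact between them. Per the labels' protocols, cells were grown at 37 °C to an optical density of 0.022 to 0.026 and fixed with 3% formaldehyde for 30 min. The libraries fall into 5 groups by genotype. Of these, 3 groups have 2 libraries each and 2 groups have 1 library each.

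The authors deposited 1 contact map of balanced signal per library, a symmetric table of 422 by 422 bins without a header, in which every bin with data has a total signal of 1. A value is therefore the share of a bin's balanced contacts that falls in the other bin. The aligner, genome build, bin size and balancing tool are not given in the sources used here. A bin size of 10 kb was inferred from the number of bins and the span of the genes in the RefSeq table of assembly ASM904v1. All positions in kb rest on that inference and count from the first bin of the map, taken as the replication origin. No gene position of that assembly is reported, because the build of the maps is not given. Here 1 bin held no signal in any library, and 1 further bin was empty in the parB deletion map and in the single parS map. Bins without signal were left out of their map. The filter also removed bins with a total below 50% of the median, which removed no further bin because balancing sets all totals equal.

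Each deposited value turned out to be a whole number multiplied by 1 factor for each of its bins. With these factors estimated per map, 100% of the nonzero values of each map were whole within a tolerance of 0.01, on the diagonal too. On counts simulated for 422 bins and balanced in the same way, 100% of the counts were recovered exactly. The recovered contact numbers were used for depth and counting error, and for alternatives without balancing or at equal depth. The tests were run on the deposited signal. The maps held 619483 to 949168 contacts between bins. The median bin had 2668 to 4216 contacts, the median bin pair 4 to 6, and 1.72% to 5.61% of bin pairs had 0. Counting error was the SD over 100 Poisson draws of the recovered contacts. It was 0.04 to 0.06 (log2) per library for the inter-arm score. Counting intervals (95%) cover counting error only.

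The inter-arm score of a centre bin was log2 of mean observed over mean expected signal. It was taken over pairs with 1 bin on each side of the centre, at distances of 100 to 600 kb that differed by at most 2 bins between the sides. The expected signal was the map's own mean at the same separation along the circular chromosome. Scores are therefore relative, and a rise at some centres lowers the scores at others. The score was read at the bin that holds parS359, the parS site that the labels place 9 kb before the origin (bin 421 from 1, 4200 to 4210 kb), and was also computed for arm distances up to 2000 kb. For whole-map comparisons, each map was scaled to a mean of 1 over pairs of different bins. It was then averaged over pairs of 50 kb blocks at least 100 kb apart (3398 pairs) and taken as log2(signal + 0.1), a scale that understates changes of weak contacts. The decay exponent was the slope of log10 signal against log10 separation from 20 to 200 kb. The local signal was log2 observed over expected for pairs 20 to 200 kb apart and both within 250 kb of the parS359 bin.

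Groups were compared with limma 3.58.1 (lmFit and eBayes, R 4.3.3) in 1 fit of 5 group means over all 8 libraries, with 3 residual degrees of freedom. The p-values rest on more than these 3, because eBayes adds prior degrees of freedom pooled over all centres or block pairs. Neighbouring centres share bin pairs and block pairs share bins, so this pooling may make small p-values too small. All tests were two-sided, with Benjamini-Hochberg adjustment over the 422 centres or the 3398 block pairs and a threshold of 0.05. Numbers of centres or block pairs past the threshold are given as percent of those tested. A group with 1 library was assumed to vary like the others, because the fit shares the spread. An exact permutation test of 2 against 2 libraries cannot give a p below 0.333, and none was used. The libraries of each pair of replicates differed in their contacts per bin by far more than counting noise, with a chi-square per degree of freedom of 6.27 to 21.6. This argues against 1 library sequenced again, but does not show separate cultures. Each was counted as a separate sample because the labels list it as one. Maps were read and scored with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

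The limma step was tested on simulated maps. For the comparison of chimeric with native ParB, 200 of 3398 block pairs were changed by the same large factor, up or down. Of these, 94.0% were recovered, all with the right sign, beside 15 false calls. Smaller changes, and deviations between libraries that many block pairs share, were not simulated. The recovery therefore does not give the power in their presence. For the parA comparison, an inter-arm band raised 1.5 times gave a score difference of 0.60 at the parS359 bin. Between unchanged groups 0 of 422 centres were called.

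The sites named were chosen by a rule fixed before the data were examined. They are the parS359 bin, each library's best centre, and for each comparison the centre and the block pair with the largest rise and the largest fall among those past the threshold. Alternatives covered the strip width and arm distance of the score, the expected signal, averaging on the log scale, the centre, the bin filter, another round of balancing, the pseudocount, the block size, division by expected signal, a fit to the compared groups only, and leaving out each replicate. Alternatives with recovered contacts without balancing, with equal depth, with a replicate block and with a background removed were added after the data were examined. The deleted and replaced genes could not be checked from the maps, because a gene is much shorter than a bin.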

Results

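The contact maps came from strains in which the Bacillus subtilis Smc-ScpAB complex had been replaced by that of Streptococcus pneumoniae (Sp Smc). Smc-ScpAB is a DNA-loop-extruding complex that bacteria load at parS sites near the replication origin with the help of the DNA-binding clamp protein ParB. Loading at parS can align the left and right chromosome arms, which shows in a contact map as a band of inter-arm contacts perpendicular to the main diagonal. The design asks whether ParB must carry parts of the matching species for Sp Smc to be loaded. In the chimeric ParB, residues 1 to 83 came from the S. pneumoniae protein and residues 102 to 282 from the B. subtilis protein. There were 2 libraries with Sp Smc and native B. subtilis ParB, 2 with Sp Smc and chimeric ParB, and 2 with Sp Smc, chimeric ParB and a deletion of parA, the gene of the partner ATPase of ParB. In addition, 1 library came from a strain with Sp Smc, chimeric ParB, the parA deletion and 7 parS sites deleted so that parS359 was left. Another library came from a parB deletion strain that kept its own Smc and served as the control without ParB. These last 2 groups had no replicates.

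The parB deletion map held 619483 contacts between bins and the single parS map 671829. The native ParB maps held 716532 and 892287, the chimeric ParB maps 847255 and 949168, and the parA deletion maps 670011 and 849269. At this depth the counting SD of the inter-arm score at the parS359 bin was 0.04 to 0.06 (log2) per library.

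At the parS359 bin, the inter-arm score over arm distances of 100 to 600 kb was below 0 in every library, so that inter-arm contacts there were no more frequent than other contacts at the same separation. The score was -0.26 ± 0.02 (SD, n = 2) with native ParB, -0.25 ± 0.01 (SD, n = 2) with chimeric ParB and -0.03 ± 0.02 (SD, n = 2) with chimeric ParB and the parA deletion. It was -0.20 in the single parS map (95% counting interval -0.30 to -0.10) and -0.48 in the parB deletion map (-0.60 to -0.36). The centre with the highest score of the whole map lay far from parS359 in all 8 libraries, with scores of 0.25 to 0.40. It was at 2500 to 2510 kb and 2460 to 2470 kb with native ParB, and at 2990 to 3000 kb and 3040 to 3050 kb with chimeric ParB. It was at 1830 to 1840 kb and 1870 to 1880 kb in the parA deletion maps, at 3060 to 3070 kb in the single parS map and at 2940 to 2950 kb in the parB deletion map.

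The first comparison asked whether the chimeric ParB changed the maps relative to native ParB when Smc was from S. pneumoniae and parA was present. The score at the parS359 bin did not differ detectably. The difference, chimeric minus native, was 0.01 ± 0.04 (SE; limma adjusted p = 0.945). The alternative that moved it most was an arm distance of 100 to 1000 kb, with a difference of 0.08 and an adjusted p of 0.0622, still short of the threshold. Elsewhere on the map 18.7% of the centres passed the threshold, 8.53% higher and 10.2% lower with chimeric ParB. This share rested on single libraries. It was 0% without the first native ParB library (23.5% at an unadjusted p below 0.05) and 10.4% without the second, and 7.11% and 1.66% without the first and the second chimeric ParB library. The largest rise was at the centre at 1970 to 1980 kb (from -0.13 to 0.10, difference 0.23, adjusted p = 0.000822) and the largest fall at 2400 to 2410 kb (from 0.06 to -0.16, difference -0.22, adjusted p = 0.00209). Of the 3398 block pairs, 0 passed the threshold in limma, while 474 had an unadjusted p below 0.05 where chance would give 169.9 on average. Block pairs share bins and libraries, so the number by chance can vary widely about this average. The excess was not tested and does not by itself show a difference.

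By arm distance, chimeric and native ParB differed most at 600 to 1000 kb. There the score was -0.05 ± 0.01 (SD, n = 2) with chimeric and -0.29 ± 0.04 (SD, n = 2) with native ParB, and the 4 library pairs differed by 0.21 to 0.27. At 100 to 300 kb the scores of -0.14 ± 0.03 and -0.10 ± 0.01 (SD, n = 2 each) were closer together than the counting SD of 0.06 to 0.07 per library (limma adjusted p = 0.792, range over alternatives 0.0622 to 0.995). In all 4 classes from 300 kb on, chimeric ParB was higher in all 4 library pairs. The pairs differed by 0.04 to 0.14 at 300 to 600 kb, 0.09 to 0.14 at 1000 to 1500 kb and 0.02 to 0.08 at 1500 to 2000 kb. The differences in these 4 classes were not tested.

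The second comparison asked what deleting parA did in the strain with Sp Smc and chimeric ParB. The score at the parS359 bin rose by 0.22 ± 0.04 (SE; limma adjusted p = 4.37e-05), and both parA deletion libraries scored above both libraries with parA. The rise depended on the arm distance. At 100 to 300 kb it was 0.05 and not detectable (adjusted p = 0.518), whereas over 100 to 1000 kb it was 0.27 (adjusted p = 1.52e-06). In separate distance classes the parA deletion maps scored 0.06 ± 0.00 (SD, n = 2) at 300 to 600 kb against -0.44 ± 0.02 with parA. At 600 to 1000 kb they scored 0.30 ± 0.02 against -0.05 ± 0.01, and at 1000 to 1500 kb 0.29 ± 0.01 against -0.08 ± 0.01. At 1500 to 2000 kb the values were 0.14 ± 0.06 and -0.19 ± 0.02. In each of the 4 classes from 300 kb on, all 4 library pairs differed in the same direction by at least 0.27.

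**Figure D1:**
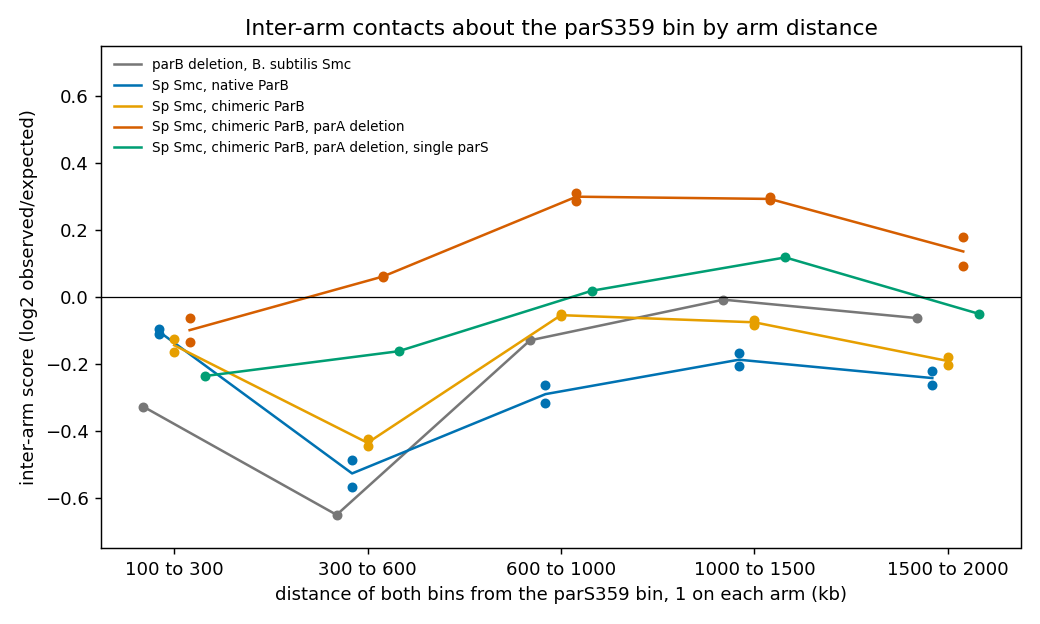
Inter-arm score about the parS359 bin (log2 observed over expected signal, y axis) by the distance of both bins from it (kb, x axis). Points are libraries and lines are group means. The parA deletion libraries lie above those of every other group from 300 kb on, at 0.29 to 0.31 for 600 to 1000 kb.

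Over the whole map, parA deletion changed the score of 69.4% of the centres, 30.3% higher and 39.1% lower. Because the score is relative to the map's own mean at each separation, the lower scores need not be separate losses of contact. The largest rise was at the centre at 4110 to 4120 kb, near parS359, from -0.39 to 0.01 (difference 0.41, adjusted p = 1.55e-07). The centres from 2150 to 2290 kb, near the terminus, rose by 0.29 to 0.39, so the rise was not confined to the origin. The largest fall was at 1090 to 1100 kb, from 0.10 to -0.16 (difference -0.26, adjusted p = 2.55e-05). Of the 3398 block pairs, 6.59% gained and 0.471% lost signal (27.7% with an unadjusted p below 0.05). Of those that gained, 99.6% joined the left and right arms, against 52.9% of all block pairs tested and 68.3% of all block pairs at the same separations. Under the 12 alternatives that called gains this share was 95.8% to 100%. The largest gain joined 1150 to 1200 kb with 2900 to 2950 kb (0.80, adjusted p = 0.0232). The largest loss was between 650 to 700 kb and 1600 to 1650 kb (-0.65, adjusted p = 0.0232). The number of block pairs called was sensitive to single libraries and to scaling. It was 0 without either chimeric ParB library (18.3% and 21.3% at an unadjusted p below 0.05) or without the first parA deletion library (18.8%). Without the second, 0.942% were called. It was also 0 after division by expected signal, where the lowest adjusted p was 0.0541 and 28.8% had an unadjusted p below 0.05.

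The third comparison asked how the map with parS359 alone differed from that with all parS sites, both with chimeric ParB and without parA. The labels also give these strains different Smc and ScpAB constructs, and trpC2 for all but the single parS strain, so the comparison is not of parS sites alone. The score at the parS359 bin was lower by 0.17 on the log2 scale in the single parS map (difference -0.17 ± 0.05 SE, limma adjusted p = 0.00998). It was no longer past the threshold at arm distances of 100 to 300 kb (-0.14, adjusted p = 0.210) or with the centre at the first bin of the map (-0.12, adjusted p = 0.0867). In all 5 distance classes the single parS map lay below both parA deletion maps with all sites. At 600 to 1000 kb it scored 0.02 (95% counting interval -0.10 to 0.13) against 0.30 ± 0.02 (SD, n = 2). Compared with the chimeric ParB maps that kept parA, it was higher at 300 to 600 kb, at -0.16 (-0.26 to -0.06) against -0.44 ± 0.02, at 1000 to 1500 kb, at 0.12 (0.01 to 0.23) against -0.08 ± 0.01, and at 1500 to 2000 kb, at -0.05 (-0.13 to 0.03) against -0.19 ± 0.02. At 100 to 300 kb it was lower, at -0.24 (-0.39 to -0.08) against -0.14 ± 0.03, and at 600 to 1000 kb higher than -0.05 ± 0.01, both within its counting interval. The score changed at 34.6% of the centres, 17.3% in each direction. The largest fall was at 4120 to 4130 kb (from 0.00 to -0.34, adjusted p = 0.000765) and the largest rise at 780 to 790 kb (from -0.25 to 0.03, adjusted p = 0.00171). In limma 0 block pairs passed the threshold and 12.1% had an unadjusted p below 0.05.

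**Figure D2:**
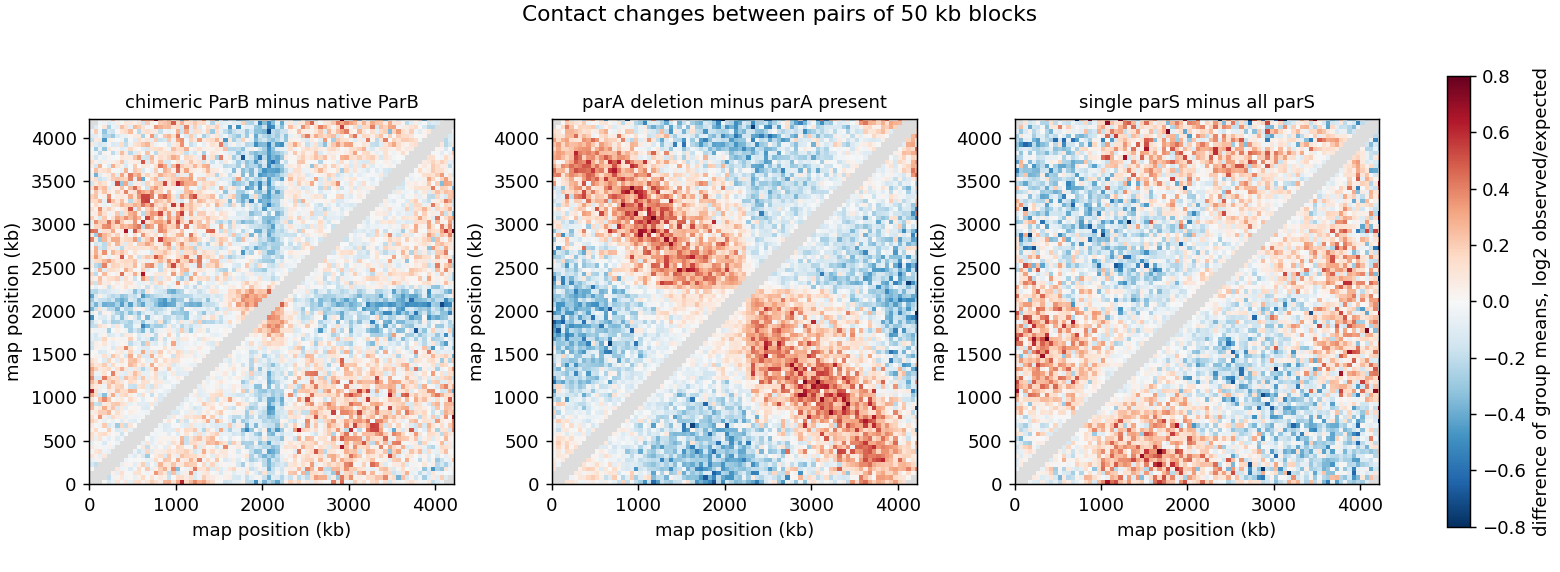
Difference of group means in log2 observed over expected signal for pairs of 50 kb blocks (both axes are map positions in kb, grey marks pairs not tested). In the parA deletion panel a band of gained contacts runs between the arms, perpendicular to the diagonal, and in this scaling 0 block pairs passed the threshold in any panel.

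The remaining comparisons set the strains with Sp Smc against the parB deletion strain. They differ from it in Smc-ScpAB as well as in ParB, and the control is 1 library. The score at the parS359 bin was higher by 0.22 ± 0.05 (SE; adjusted p = 0.00229) with native ParB and by 0.23 ± 0.05 (SE; adjusted p = 0.00118) with chimeric ParB. For native ParB the difference was no longer past the threshold over 100 to 1000 kb (0.08, adjusted p = 0.144) or when only these 2 groups were fitted (adjusted p = 0.0754). The sign of the difference changed with distance. At 600 to 1000 kb the native ParB maps scored -0.29 ± 0.04 (SD, n = 2) against -0.13 (95% counting interval -0.27 to 0.01) without ParB, and they were also lower in both classes beyond. The chimeric ParB maps were still higher at 600 to 1000 kb, at -0.05 ± 0.01. They were lower at 1000 to 1500 kb, at -0.08 ± 0.01 against -0.01 (-0.11 to 0.10), and at 1500 to 2000 kb, at -0.19 ± 0.02 against -0.06 (-0.13 to 0.01). For chimeric ParB the parB deletion counting interval excluded the mean at 1500 to 2000 kb but not at 600 to 1500 kb.

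Relative to the parB deletion map, 35.3% of the centres changed with native ParB (17.3% higher, the others lower) and 23.9% with chimeric ParB (12.3% higher, 11.6% lower). Without the first native ParB library the former share was 21.1%, and without the first or the second chimeric ParB library the latter was 14.7% or 13.5%. When only the compared groups were fitted, 0 centres passed for native ParB (34.4% at an unadjusted p below 0.05). The largest rise was at 80 to 90 kb with native ParB (from -0.39 to 0.00, adjusted p = 1.09e-05) and at 90 to 100 kb with chimeric ParB (from -0.39 to -0.07, adjusted p = 0.000111). The largest falls were at 2150 to 2160 kb (from 0.00 to -0.31, adjusted p = 0.00039) and at 2280 to 2290 kb (from -0.04 to -0.38, adjusted p = 9.84e-05).

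Block pairs changed in larger number here, mostly downwards. With native ParB 2.27% of block pairs were higher and 16.0% lower than without ParB, and with chimeric ParB 3.21% were higher and 17.7% lower. The median over all block pairs was shifted, by -0.20 and -0.23 respectively, because the parB deletion map had less signal at short and more at long separation than the other maps. After division of each map by its own mean at the same separation the medians were -0.01 in both comparisons. Then 0 block pairs passed the threshold in either, with 16.7% and 13.7% at an unadjusted p below 0.05. Without balancing, the share of the calls that were higher rose from 12.4% to 24.7% with native and from 15.4% to 28.5% with chimeric ParB. Leaving out 1 library also mattered. For native ParB 0 block pairs passed without the first native ParB library (29.7% at an unadjusted p below 0.05) and 11.3% without the second. For chimeric ParB 0 passed without either chimeric ParB library (29.4% and 36.3%). The largest rise in both comparisons was between 3450 to 3500 kb and 4200 to 4220 kb (1.24 with native and 1.15 with chimeric ParB). The second block is the short last block of the map, so this pair averages fewer bin pairs than others. Both comparisons also use the same value of the 1 parB deletion library (-1.64), so they do not repeat each other independently. The largest fall was between 400 to 450 kb and 2900 to 2950 kb with native ParB (-1.16, adjusted p = 0.021) and between 150 to 200 kb and 2750 to 2800 kb with chimeric ParB (-1.08, adjusted p = 0.0253).

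The signal of the parB deletion map relative to its mean was 4.61 at 20 kb, where the other 7 maps had 5.42 to 6.25. At 1500 kb it was 0.654, against 0.482 to 0.526 in the others. Between 20 and 200 kb the decay exponent was -0.393 in the parB deletion map and -0.387 in the single parS map. It was -0.423 ± 0.017 with native ParB, -0.403 ± 0.021 with chimeric ParB and -0.396 ± 0.001 with the parA deletion (SD, n = 2 each). The ranges of the chimeric and native ParB libraries overlapped. The first and second native ParB libraries had -0.435 and -0.411, and the first and second chimeric ParB libraries -0.418 and -0.388. The decay was less steep with chimeric ParB between the first libraries and between the second, but these libraries are not shown to be pairs. Over all 4 library pairs the exponent with chimeric minus that with native ParB was -0.008 to 0.047. A difference is thus neither shown nor excluded.

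The local signal around the parS359 bin was slightly below the chromosome mean in all groups. It was -0.16 ± 0.01 (SD, n = 2) with chimeric ParB, -0.12 ± 0.01 (SD, n = 2) with native ParB and -0.07 ± 0.02 (SD, n = 2) with the parA deletion. It was -0.07 (95% counting interval -0.10 to -0.03) in the single parS map and -0.05 (-0.09 to 0.00) in the parB deletion map. The rise with parA deletion was 0.06 to 0.10 over the 4 library pairs, which exceeded the spread between replicates.

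**Figure D3:**
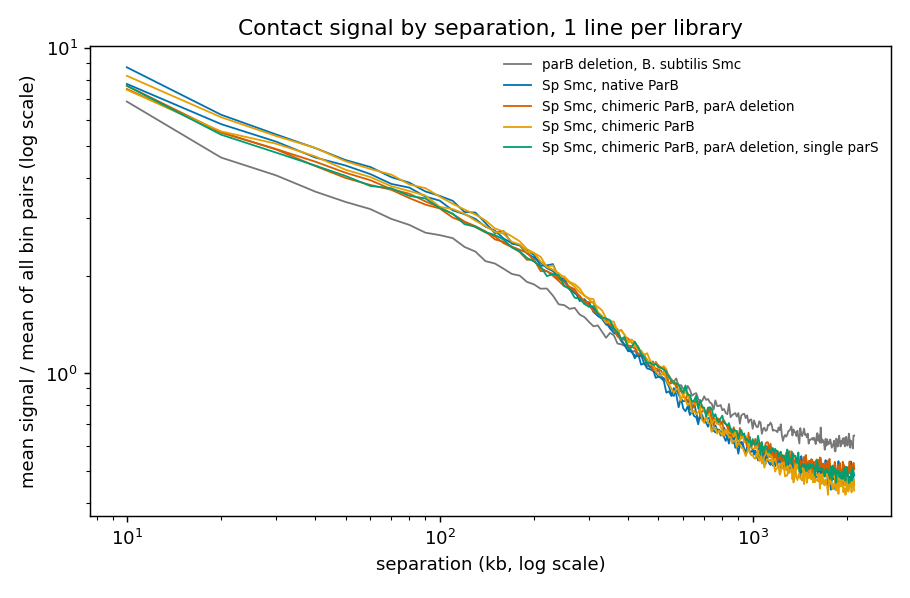
Mean signal at each separation over the mean of all bin pairs (y axis, log scale) by separation (kb, x axis, log scale), with 1 line per library. The parB deletion map starts lowest, with 4.61 at 20 kb, and ends highest, with 0.616 at 2000 kb.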

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

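Balancing gives every bin the same total, so the comparisons of the report do not use the contacts per bin. They were recovered from the maps and compared as shares of each library's contacts, and all tests in this part were chosen after the totals had been seen. In the parA deletion group both libraries had 5 bins with a raised share. The log2 rise over the median of the other groups' libraries, relative to 6 neighbouring bins on each side, was at least 0.4 in each library. The mean rises were 0.56 at 2060 to 2070 kb, 0.47 at 2070 to 2080 kb and 0.54 at 2080 to 2090 kb, near the terminus. They were 0.68 at 2320 to 2330 kb and 0.67 at 3190 to 3200 kb on the left arm. At 2060 to 2070 kb, for example, the parA deletion libraries had 0.512% and 0.502% of all contact ends. The chimeric ParB libraries had 0.381% and 0.367%.

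Counting error was argued against, since the smallest of these rises was 16.8 counting standard errors above the chimeric ParB libraries. Misplaced reads or a junction with a few other places would put the extra contacts in a few segments. Instead at least 89.3% of the 84 partner segments of 50 kb rose at each of the 5 bins, which argues against these as the whole cause. The 5 segments with the largest rise held 17.7% to 32.6% of it, so a part from a few places stays open. An extra copy of the bin, or another number of cut or mappable fragments in it, would each raise most partners, and the median rise over partner segments was 0.36 or more. These explanations cannot be told apart from contact maps, and no map of the strains' DNA content was used here. They remain open, as does a difference between the strains that arose when they were built.

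The loss of ParA is the difference that the design names. The single parS strain also lacks parA, but its map had lower shares than the chimeric ParB maps at the 4 bins from 2060 to 2330 kb, with a log2 difference of -0.33 at the highest of them and -0.28 relative to its neighbouring bins. At 3190 to 3200 kb its share was higher by 0.80, and by 0.79 relative to the neighbours. With 1 library of that strain, the loss of ParA stays open for both sets of bins. A candidate explanation for the bin at 3190 to 3200 kb alone is something shared by the parA deletion strains, and this was not tested further.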

How the results depend on the processing

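The alternatives with recovered contacts without balancing, with all libraries thinned to the shallowest, with a replicate block and with a background removed from the parB deletion map were chosen after the data were examined. The other alternatives were fixed before. For the 15 main results, 78.6% of the values under an alternative kept their direction and side of the threshold, or for numbers of calls stayed close. The rise of the score at the parS359 bin after parA deletion ranged from 0.045 to 0.30 (adjusted p from 1.58e-12 to 0.518) over 19 alternatives and kept its call in 18. The chimeric ParB score stayed above that of the parB deletion map in all 20 alternatives (0.16 to 0.49, adjusted p from 2.13e-17 to 0.0395), which reach arm distances of at most 1000 kb. Beyond 1000 kb it was lower.

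At an arm distance of 100 to 300 kb the score rise after parA deletion was 0.045 (adjusted p = 0.518) and the fall in the single parS map -0.14 (adjusted p = 0.210), neither past the threshold. With the centre at the first bin the single parS difference was -0.12 (adjusted p = 0.0867, range over alternatives 8.53e-05 to 0.210). The difference between native ParB and the parB deletion was 0.082 at 100 to 1000 kb (adjusted p = 0.144) and 0.22 with only these groups fitted (adjusted p = 0.0754), where the range was 5.81e-15 to 0.144. The difference between chimeric and native ParB, 0.01 in the report, changed sign without passing the threshold. It was -0.041 at 100 to 300 kb, -0.031 with a half-width of 5 bins, -0.0043 with the median taken for the expected signal, -0.020 at equal depth and -0.040 with the centre at the first bin. Leaving out single libraries gave -0.0059 to 0.020. The cause of these changes was not tested.

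The share of centres past the threshold moved with the strip width and arm distance of the score, and with other settings. Strip width and arm distance change which bin pairs are scored as well as their number, so the effect of number alone was not tested. With a half-width of 1 bin it was 7.11% for chimeric against native ParB (4.98% higher), 18.2% for single parS, 19.4% for native ParB against the parB deletion and 13.3% for chimeric ParB against it. With a half-width of 5 bins it was 31.3%, 57.6%, 53.3% and 44.5%. At 100 to 300 kb it was 8.06% for chimeric against native ParB (5.92% higher, 2.13% lower), 33.4% for parA deletion (20.4% higher, the others lower) and 8.77% for single parS, and at 100 to 1000 kb 35.1% for chimeric against native ParB. Averaging on the log scale lowered it for single parS (8.29% higher, 10.7% lower) and gave 21.6% for native ParB against the parB deletion (15.6% higher, 5.92% lower). Without balancing it was 66.6% for single parS (37.9% higher, 28.7% lower) and 54.7% for chimeric ParB against the parB deletion (30.3% higher, 24.4% lower). With only the compared groups fitted it was 0 for native ParB against the parB deletion. Leaving out single libraries gave 0 to 21.6% for chimeric against native ParB, 56.4% to 69.7% for parA deletion, 23.9% to 34.1% for single parS, 21.1% to 37.4% for native ParB against the parB deletion and 13.5% to 27.3% for chimeric ParB against it.

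The share of block pairs past the threshold depended on scaling and depth. After division by expected signal it was 0 for parA deletion and for both comparisons with the parB deletion, with a lowest limma adjusted p of 0.0541, 0.0589 and 0.152 and 28.8%, 16.7% and 13.7% at an unadjusted p below 0.05. With blocks of 100 kb (859 pairs) it was 9.78% for chimeric against native ParB (2.10% higher, 7.68% lower), 35.9% for parA deletion (27.7% higher, 8.15% lower), and 55.8% and 64.1% for native and chimeric ParB against the parB deletion. A pseudocount of 1 gave 0.412% for chimeric against native ParB. At equal depth it was 1.59% for parA deletion, and 6.65% and 5.62% for the comparisons with the parB deletion, so that depth limited the number of block pairs called. Without balancing it was 1.32% for single parS (0.118% higher, 1.21% lower) and 32.5% for chimeric ParB against the parB deletion (9.27% higher, 23.3% lower). Leaving out single libraries gave 0 to 5.15% for parA deletion, 0 to 18.2% for native ParB against the parB deletion and 0 to 19.4% for chimeric ParB against it. It gave 0 throughout for the other comparisons.

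With a fitted uniform background removed from the parB deletion map, the block pairs called against it were mostly higher. They were 13.9% with native ParB (8.92% higher, 5.03% lower) and 12.2% with chimeric ParB (8.71% higher, 3.47% lower). The subtraction leaves the weakest block pairs of that map near or below 0, where log2 differences are inflated.

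The libraries marked as repeats in their titles were tried as a replicate block. The differences between the libraries of a group correlated between groups at -0.01, 0.06 and 0.01 over block pairs and 0.02, 0.06 and -0.04 over centres, so the differences over the map were not shared. Depth was higher, and the share of contacts within a bin and the signal at 20 kb lower, in the repeat of each of the 3 groups, so a common batch of the repeats is not excluded. With the replicate block the score differences were 0.0069, 0.22, -0.17, 0.22 and 0.23 in the order of the report, with adjusted p of 0.000167 for parA deletion (range over alternatives 1.58e-12 to 0.518). Groups with 1 library of each kind cannot move apart under this block, so it says little about those differences.

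For values of single groups, libraries and named sites, 76.7% stayed within the replicate SD or counting interval, or kept their call. The others moved beyond it or lost the call, and 0 named sites changed direction. The best centre of each library moved in 18 of 48 cases but stayed between 1830 and 3110 kb. The decay exponent moved in 8 of 26 cases. The group scores at the parS359 bin moved in 14 of 36 cases, and those by distance class in 66 of 180. Of the named sites, the centres kept their call in 97.3% of cases and the block pairs in 78.7%. Another round of balancing changed no main call, because the maps were already balanced.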

Other observations

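The tests of depth, batch, bin totals and background in this part were chosen after the patterns had been seen. The outcomes of the unbalanced check of origin-terminus contacts and of the test of the width of the inter-arm gain had not been seen when these were chosen.

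The rise of the inter-arm score after parA deletion was weighed against technical explanations. The libraries closest in depth, the second with parA deleted and the first with parA present (849269 and 847255 contacts), differed by 0.23, with a counting SD of 0.04 for each. Without balancing the adjusted p of the rise was 3.14e-10. Over all 19 alternatives the adjusted p ranged from 1.58e-12 to 0.518, the highest at arm distances of 100 to 300 kb. These results argue against depth and bin totals as the whole cause. The rise was 0.25 within the libraries marked as repeats and 0.20 within the others, but each group holds 1 repeat, so this does not test a batch. Any batch that follows the strains cannot be told apart from the deletion. A candidate explanation is that Sp Smc loaded with the chimeric ParB aligns the arms further when ParA is absent, a hypothesis found and tested on the same libraries. The raised contact totals of 5 bins in the same group remain unexplained, so that an unrelated difference between the strains stays open.

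The position and width of that gain were measured across the axis at arm distances of 600 to 1500 kb, after smoothing over 210 kb. Relative to the chimeric ParB maps, the gain of the parA deletion maps peaked at 0.45 to 0.47 (log2) over 4 library pairs, on an axis -90 to 85 kb from parS359. The gain of the single parS map peaked at 0.27 to 0.28 over 2 pairs, on an axis 10 to 85 kb away. The hypothesis that fewer parS sites give a narrower gain was tested with the width at the level midway to the peak. The widths were 1010 to 1040 kb with a single site and 1010 to 1180 kb with all sites, a mean difference of -75 kb. The ranges overlapped, and 1 library does not decide it.

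The parB deletion map had more long-range and less short-range signal than the other 7 maps. Depth was argued against as the whole cause. The map next in depth had 1.08 times as many contacts, and the parB deletion map had 1.30 times its signal at 1500 kb. The other 7 maps differed by at most 1.09 times in this signal over a 1.42-fold range of depth. A uniform background of contacts, as random ligation between fragments would give, was tested by adding 1 share to the mean native ParB decay. With a share of 27.9%, the root mean square log2 error over separations fell from 0.289 to 0.0551, below the difference of 0.0754 between the native ParB libraries. The predicted signal was then 4.64 at 20 kb and 0.643 at 1500 kb, against the measured 4.61 and 0.654. A uniform background may therefore account for the shape of this decay, and with it for most of the lower block pairs in the comparisons with that map. A real change of chromosome folding without ParB, or with B. subtilis Smc, stays open, since the group is 1 library. As the cause of the lower inter-arm score at the parS359 bin without ParB the background was argued against. It moves a score below 0 towards 0, so that a map like native ParB with a background added would score above the native ParB libraries (-0.25 and -0.27). The parB deletion map scored -0.48, with a 95% counting interval up to -0.36.

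Contacts between the 250 kb on each side of parS359 and the region opposite it, near the terminus, differed between the groups. This log2 observed over expected signal was 0.54 ± 0.00 (SD, n = 2) with native ParB, 0.35 ± 0.02 with chimeric ParB and 0.01 ± 0.07 with the parA deletion. It was 0.16 in the single parS map (95% counting interval 0.13 to 0.20) and 0.25 in the parB deletion map (0.22 to 0.27). The difference between parA deletion and chimeric ParB was -0.41 to -0.28 over the 4 library pairs. The pair closest in depth differed by -0.30. Without balancing the pair closest to 0 differed by -0.24 (largest SD between replicates 0.14). Chimeric and native ParB differed by -0.20 to -0.17. The pair closest in depth differed by -0.17. Without balancing the pair closest to 0 differed by -0.11 (largest SD 0.05). Depth and bin totals were thus argued against as the whole cause, least clearly for bin totals in the parA comparison, where the replicates themselves were far apart. A higher share of cells with the origin near the terminus, or a different share of cells at each stage of replication, may underlie them, and neither was tested. The measure itself also links these values to the inter-arm score. Each value is divided by the map's mean at the same separation, which includes inter-arm pairs. A gain of inter-arm contacts there lowers the value even if origin-terminus contacts stay the same. The size of this effect was not measured.

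Within the terminus region itself (pairs at least 20 kb apart), the log2 observed over expected signal was -0.31 ± 0.00 (SD, n = 2) with native ParB and -0.20 in the parB deletion map (95% counting interval -0.22 to -0.18). It was -0.04 ± 0.01 with chimeric ParB, 0.01 ± 0.02 with the parA deletion (SD, n = 2 each) and 0.00 in the single parS map (-0.01 to 0.02). All 3 groups with chimeric ParB thus lay above both groups without it. This value was not tested and no explanation is offered.

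In each of the 3 groups with 2 libraries, the deeper library had the lower share of contacts within a bin. The shares were 3.97% and 2.94% with native ParB, 3.26% and 2.70% with chimeric ParB and 3.70% and 2.90% with the parA deletion. The deeper library was in each case the one marked as a repeat. No biological explanation was tested.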
